# RNA-Seq Transcriptome Analysis of Direction-Selective T4/T5 Neurons in *Drosophila*

**DOI:** 10.1371/journal.pone.0163986

**Published:** 2016-09-29

**Authors:** Katarina Pankova, Alexander Borst

## Abstract

Neuronal computation underlying detection of visual motion has been studied for more than a half-century. In *Drosophila*, direction-selective T4/T5 neurons show supralinear signal amplification in response to stimuli moving in their preferred direction, in agreement with the prediction made by the Hassenstein-Reichardt detector. Nevertheless, the molecular mechanism explaining how the Hassenstein-Reichardt model is implemented in T4/T5 cells has not been identified yet. In the present study, we utilized cell type-specific transcriptome profiling with RNA-seq to obtain a complete gene expression profile of T4/T5 neurons. We analyzed the expression of genes that affect neuronal computational properties and can underlie the molecular implementation of the core features of the Hassenstein-Reichardt model to the dendrites of T4/T5 neurons. Furthermore, we used the acquired RNA-seq data to examine the neurotransmitter system used by T4/T5 neurons. Surprisingly, we observed co-expression of the cholinergic markers and the vesicular GABA transporter in T4/T5 neurons. We verified the previously undetected expression of vesicular GABA transporter in T4/T5 cells using VGAT-LexA knock-in line. The provided gene expression dataset can serve as a useful source for studying the properties of direction-selective T4/T5 neurons on the molecular level.

## Introduction

Processing of visual cues and detecting the direction of motion in particular is critical for the survival of many organisms. In *Drosophila*, visual motion processing begins at the level of photoreceptors in retina that use histamine as their neurotransmitter [1]. Photoreceptor signals are segregated into parallel ON- and OFF-channels represented at the cellular level by glutamatergic L1 neurons (ON-channel) and cholinergic L2 neurons (OFF-channel) [2,3,4,5]. The identified downstream components of the ON motion vision pathway are Mi1 and Tm3 neurons which synapse on the T4 neurons [6,7,8,9]. In the OFF motion vision pathway the L2 neurons provide input to Tm1, Tm2, Tm4 and Tm9 cells that in turn connect with T5 neurons [4,7,8,10,11,12]. The neurotransmitter used by Tm1, Tm2, and Tm9 cells is acetylcholine [4,11]. In other cell types presynaptic to T4 and T5 neurons, the neurotransmitter systems have not been characterized yet.

Within each column of the fly visual system, four subtypes of the T4 and T5 neurons exist which signal the local direction of motion along one of the four orthogonal directions and project accordingly into one of the four layers of the lobula plate [13,14]. T4/T5 cells are the elementary motion detectors and blocking of their synaptic transmission results in a complete loss of the fly optomotor response [15,16]. Since none of the cells presynaptic to T4/T5 cells are directionally selective [7,8,10,12], the dendrites of the T4/T5 neurons represent the first processing stage in the fly visual system where the direction of image motion is explicitly represented [13,14].

A theoretical model for direction selectivity proposed by Hassenstein and Reichardt [17] has been dominating the field of insect motion vision. The Hassenstein-Reichardt (HR) model consists of a coincidence detector that receives input from two adjacent points in space. Signal propagation in one of these input channels is temporally delayed resulting in simultaneous arrival of the signals to the coincidence detector only when the luminance moves across space in a particular direction and velocity. Subsequently, the synchronously arriving signals become amplified in the coincidence detector in a multiplicative way. HR model explains an enhancement of signals moving along the preferred direction of T4/T5 neurons [14] whereas an additional inhibitory mechanism causes suppression of signals moving in the opposite, so-called ‘null-direction’ of the cells [18,19].

While current work in the field refines the algorithmic structure of the mechanism leading to direction selectivity in T4/T5 neurons and maps different presynaptic cell types onto the emerging circuit, the biophysical implementation of the two key processes, i.e. temporal delay and nonlinear signal-interaction, remains largely unknown. Regarding the origin of the temporal delay between two input signals to the HR detector, three mutually not exclusive scenarios have been suggested [20]: 1.) The temporal delay between two input arms is generated presynaptically to T4/T5 neurons (Fig 1A). 2.) The temporal delay arises at the level of neurotransmitter receptors on the dendrites of T4/T5 neurons (Fig 1B). 3.) Dendritic filtering creates a temporal offset between the input signals within the dendrites of T4/T5 cells (Fig 1C). The biophysical implementation of the other critical feature of the HR model, the supralinear summation of coinciding signals, represents an open question as well. The following mechanisms have already been demonstrated to underlie supralinear summation in different neurons of other species: activation of voltage-gated sodium and/or calcium channels [21,22], activation of NMDA receptors [23], opening of rectifying electrical synapses [24] and deactivation of inhibitory currents [25]. As the present knowledge about expression of genes that could determine the computational properties of T4/T5 neurons is limited [11], the implementation of the HR model of direction-selectivity at the molecular level on the dendrites of T4/T5 neurons is still an unresolved issue.

**Fig 1:**
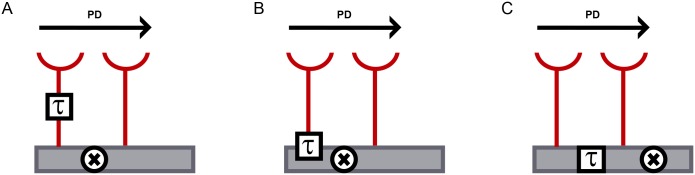
Implementation of the time delay in HR model. Schematics of a direction-selective dendrite (grey rectangle) receiving input from two channels (depicted in red). Visual stimulus moving in a preferred direction (PD) causes sequential activation of the two input channels. Due to temporal delay (τ) in signal propagation in one of the input channels, the two signals triggered by a PD stimulus reach the dendritic mechanism for supralinear amplification (shown as ‘X’) simultaneously and are as result summed in a non-linear fashion. Visual stimuli moving in other directions do not lead to signal amplification in the dendrite.

Here, we provide a complete transcriptional profile of all protein-encoding genes in T4/T5 neurons. We examine expression levels of the identified neurotransmitter receptors and gap junction proteins in order to characterize the input T4/T5 neurons receive from their presynaptic partners. Furthermore, we analyze the expression of voltage-gated and non-gated ion channels that may underlie the mechanism for coincidence detection in the T4/T5 neurons. Unexpectedly, our RNA-seq data reveals that T4/T5 neurons co-express vesicular transporters for acetylcholine and GABA. In addition to cholinergic markers, T4/T5 neurons also produce GABA-degrading enzyme GABA transaminase. We confirm the co-expression of the vesicular GABA transporter (VGAT) and acetylcholine-synthesizing enzyme ChAT in all T4/T5 neurons using the transgenic VGAT-LexA knock-in line (Simpson 2016; J Neurogenetics, in revision) and immunostaining with antibody against ChAT.

## Materials and Methods

### Fly stocks

Flies were raised on standard cornmeal-agar food at 25°C. The following stocks were used: 10xUAS-unc84::2xGFP (provided by F. Schnorrer) [26], GMRSS00324 (R59E08-AD; R42F06-DBD) (provided by A. Nern) [27], R42F06-Gal4 (provided by G. Rubin) [15], UAS-mCD8::GFP (BDSC #5130) [28], VGAT-LexA (provided by J. Simpson) (Simpson 2016; J Neurogenetics, in revision) and LexAop-myr::mCherry (provided by B. Dickson) [29].

### Immunoprecipitation of nuclei

The following protocol was modified from the previously described procedure [26]. 300 μl of Dynabeads Protein G magnetic beads (Thermo Fisher Scientific) were incubated with 10 μl of the monoclonal anti-GFP antibody (Sigma-Aldrich, G6539) for 30 minutes at 4°C. Afterwards, beads were washed three times with 0.1% PBT. Approximately 50–60 ml of flies with the genotype w^-^; R59E08-AD/+; R42F06-DBD/10xUAS-UNC-84::2xGFP were anesthetized by CO_2_ and frozen in liquid nitrogen. Flies were decapitated by vigorous vortexing. Heads were smashed using Dounce grinder (Sigma-Aldrich) with loose pestle in ice-cold buffer (10 mM β-glycerophosphate, 2 mM MgCl2, 0.5% Igepal). The homogenate was passed through a 180 μm nylon net filter (Millipore) and filtrate was smashed again in Dounce grinder with tight pestle. After additional filtering through a 20 μm nylon net filter (Millipore), the homogenate was brought to 50 ml with sucrose buffer (10 mM β-glycerophosphate, 2 mM MgCl2, 25 mM KCl, 250 mM sucrose) and the antibody-preincubated magnetic beads were added. The binding reaction was carried out at 4°C for 30 min and was followed by five washes of the bead-bound nuclei with sucrose buffer. The bead-bound nuclei were imaged on a Leica TCS SP8 laser-scanning confocal microscope with DAPI (1 μg/ml) as a nuclear marker. In total, 636 DAPI-positive nuclei were manually counted, out of which 597 (94%) were GFP-positive.

### RNA isolation and RNA-seq

RNA from bead-bound nuclei was extracted with Trizol reagent (Thermo Fisher Scientific). Total RNA from two biological replicates (0.7 μg and 0.8 μg) was submitted to EMBL Genomics Core Facility, Heidelberg, Germany. A cDNA library was generated using TruSeq Stranded mRNA LT Sample Prep Kit (Illumina) and single-end sequenced on Illumina HiSeq 2000 to 51 bp read length. TopHat (v2.1.0) [30] was used to align untrimmed reads to the annotated genome of *D*. *melanogaster* (FlyBase r6.04). Alignment was carried out with default settings, except for excluding reads that mapped to more than one genomic position. In two biological replicates, 90% and 87% of total reads were uniquely mapped, resulting in a total of 154 and 119 million aligned reads. Reads mapping to gene exons were counted with the ‘featureCounts’ software (Rsubread package v1.12.6) [31] in R (v3.0.2). Read counts per gene were normalized by total exon length of a gene and the sum of reads assigned to all exons to generate the reads per kilobase per million reads mapped (RPKM) values (S1 Table).

### Immunohistochemistry

Fly brains were dissected in PBS and fixed in 4% PFA with 0.1% TritonX for 25 minutes. Brains were washed in 0.3% PBT and incubated first with primary (24-72h) and then secondary (24-48h) antibodies in 0.3% PBT supplemented with 5% NGS at 4°C. Brains were mounted in Vectashield mounting medium (Vector Laboratories) and imaged on Leica TCS SP5 laser-scanning confocal microscope. We used the following antibodies: rabbit anti-GFP (Torrey Pines, 1:400), mouse anti-nc82 (DSHB, deposited by E. Buchner, 1:200), rat anti-RFP, (Chromotek 5F8, 1:50), mouse anti-ChAT (DSHB, deposited by P. Salvaterra, 1:50), goat anti-rabbit Alexa 488 (Thermo Fisher Scientific, 1:200), goat anti-rat Alexa 568 (Thermo Fisher Scientific, 1:200) and goat anti-mouse Alexa 647 (Thermo Fisher Scientific, 1:200).

## Results

### RNA-seq data

We performed RNA-seq of the mRNA extracted from immunoprecipitated GFP-tagged nuclei of T4/T5 neurons [26]. 

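Flies in which T4/T5 neurons carry a GFP-tagged protein of the nuclear envelope were decapitated, and the labelled nuclei were captured from the head homogenate with an antibody against GFP. Polyadenylated RNA of these nuclei was sequenced in 2 biological replicates of this single condition. For each replicate the authors deposited RPKM values of 17468 genes, listed by FlyBase identifier. The authors aligned the reads with TopHat, left out reads with more than one genomic position, and counted reads on gene exons with featureCounts. Each count was then divided by the total exon length of the gene and by the sum of reads assigned to all exons in that replicate. The counts and exon lengths in S1 Table give this sum as 112843108 reads in replicate 1 and 95233311 reads in replicate 2. The paper states 154000000 and 119000000 uniquely aligned reads, of which these sums are 73.3% and 80.0%; the RPKM values use the sums over exons. Values are given as the mean and SD of the 2 replicates, without scaling between them. Reads per gene were recovered from the RPKM values, the sums and the annotated exon lengths, and 95% confidence intervals (Wilson) of a gene's share of reads were computed from them. These intervals cover counting error only, since PCR copies of a molecule are counted as separate reads.

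Symbols were matched to 17227 of the identifiers. The sodium channel gene para and the calcium channel gene Ca-beta were not matched and are not analysed here. Coordinates are those of the Release 6 assembly. The exon lengths of its annotation in Ensembl release 115 were equal to those listed in S1 Table for 98.0% of the 1960 genes compared. No other cell type or condition was sequenced, so the values describe levels within T4/T5 nuclei and not enrichment over other cells. A gene is described as higher than another where both of its replicates exceed both replicates of the other. Where the ranges overlap, the order within each replicate is given if it was the same in both. Genes listed one after another without such a statement are in the order of their means. The paper names no RPKM threshold for expression. A level of 10 RPKM serves here as a reference for counting genes, and it lies at percentile 67.2 of all genes.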

Cell type-specificity of our approach was achieved by using a split Gal4 line with expression restricted to T4/T5 neurons [27] (Fig 2A) and the high purity (94%) of the isolated GFP-labelled nuclei (Fig 2B). 

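Across all 17468 genes, the squared Pearson correlation of log10(RPKM + 1) between replicate 1 and replicate 2 was 98.7%. Genes are not independent replicates, so no p-value is given for it. The choice that moved this value most was to keep only the 5721 genes with a mean of at least 10 RPKM, which gave 95.3%. The slope of replicate 2 on replicate 1 was 1.02 on the log10 scale. Among genes of at least 10 RPKM, the log2 ratio of replicate 2 to replicate 1, computed with a pseudocount of 0.1, had a median of 0.11 and an SD of 0.31. The replicates were within 1.5-fold of each other for 95.6% of these genes. Of 10827 genes with at least 100 reads over both replicates, 81.9% lay outside the 95% range of binomial counting error, which is narrow at this depth. This range leaves out the variation between biological replicates and treats PCR copies as separate reads, so such a share says little about the reproducibility of the values. Among genes of at least 10 RPKM, the 10 most unequal were Drsl5, Os-C, Obp19d, a10, CG34208, CG13722, Cpr72Ec, bero, Obp83b and CG7409, and 9 of them were higher in replicate 1. The exception was CG13722, with 21.0 RPKM in replicate 1 and 74.2 RPKM in replicate 2.

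**Figure D1:**
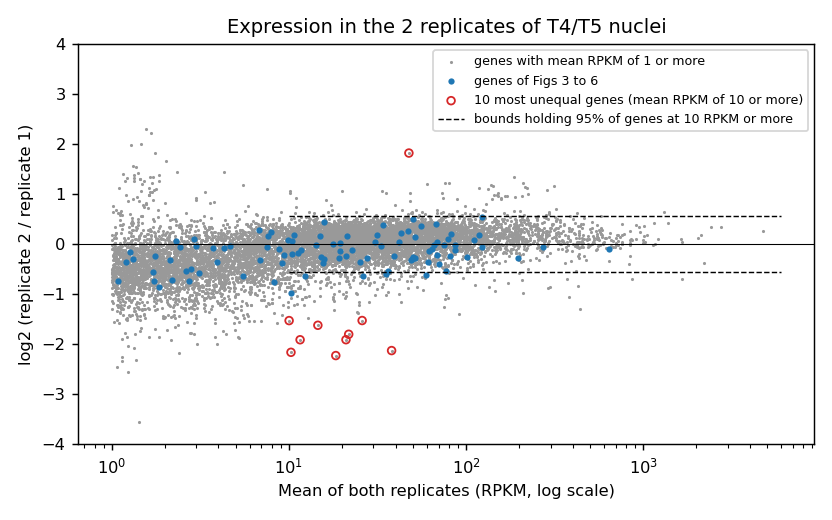
Log2 ratio of replicate 2 to replicate 1 (y axis, pseudocount 0.1) against the mean of both replicates (x axis, RPKM, log scale) for the 9429 genes with a mean of at least 1 RPKM, each a point. Dashed lines at 0.55 on either side of 0 hold 95% of the genes of at least 10 RPKM; the 10 most unequal of these are circled and the genes of Figs 3 to 6 are filled.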

Two independent biological replicates showed high correlation of their expression values (Fig 2C), confirming the reproducibility of the obtained RNA-seq results. 

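Mean RPKM was highest for the tubulin gene betaTub56D (FBgn0003887), at 4770.0 ± 630.4 RPKM (SD, n = 2). It was 4324 RPKM in replicate 1 and 5216 RPKM in replicate 2. With the uniquely aligned reads as the denominator in place of the reads assigned to exons, its mean was 3671 RPKM. The next highest genes were alphaTub84B (2760.2 ± 462 RPKM), Jhbp2 (2419.9 ± 399.7 RPKM), the mitochondrial ribosomal RNA mt:lrRNA (2208 ± 401 RPKM), Ldh (2124 ± 188 RPKM) and eEF2 (2028 ± 127 RPKM). The order of these genes below betaTub56D differed between the replicates, with mt:lrRNA above alphaTub84B in replicate 1 and below eEF2 in replicate 2. At the lower end, 853 of the genes were listed at 0 in both replicates. The median over all genes was 1.44 RPKM.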

The genome-wide expression levels in T4/T5 neurons were within the range 0–4770 RPKM (S1 Table). We plotted all analyzed expression levels on an arbitrary color scale with the minimum at 0 and maximum at 100 RPKM, arguing that 95% of the genes in T4/T5 neurons have an expression value within these limits.

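Of all listed genes, 94.7% had a mean of 100 RPKM or less, and 918 genes lay above the end of the scale. The share was 95.0% in replicate 1 and 94.5% in replicate 2. Among genes with a value above 0 in either replicate it was 94.5%, and among genes with a mean of at least 1 RPKM it was 90.3%. Among the 13712 genes annotated as protein-coding, it was 93.8%.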

**Fig 2:**
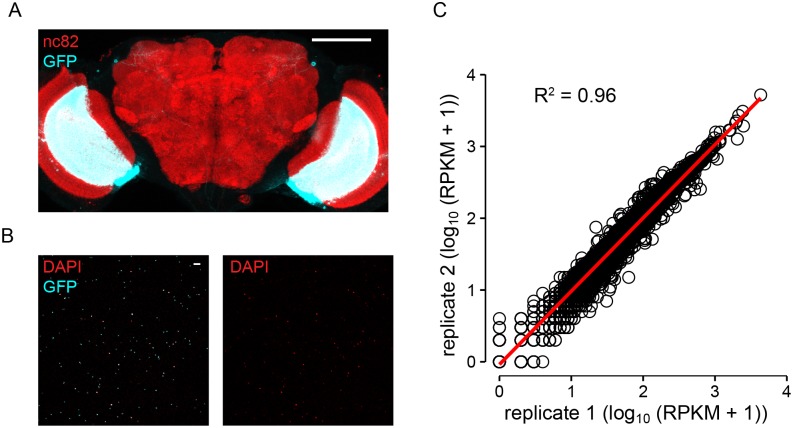
Specificity and reproducibility of RNA-Seq. (A) Expression pattern of the split Gal4 line labelling specifically T4/T5 neurons. In the central brain, the expression is—with an exception of a single pair of neurons—absent. The fly genotype was w^-^; R59E08-AD/+; R42F06-DBD/UAS-mCD8::GFP. The anti-GFP staining is shown in cyan and anti-nc82 staining is in red. Scale bar: 100 μm. (B) The immunoprecipitated GFP-tagged nuclei (cyan) were labelled with DAPI (red) to quantify the number of nuclei without GFP expression and as a result, the proportion of nuclei belonging to cells other than T4/T5. Scale bar: 30 μm. (C) Correlation of RPKM values of the two biological replicates plotted on a logarithmic scale. Linear regression (red line) accounts for 96% of the variation among the two replicates.

### Neurotransmitter receptors and gap junction proteins in T4/T5 neurons

We analyzed expression of the identified membrane receptors for all known neurotransmitters in *Drosophila* (Fig 3). In addition, we considered the possibility that T4/T5 neurons may receive input via electrical synapses and, therefore, examined expression of the known gap junction proteins as well (Fig 3). 

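The nicotinic receptor subunit genes with the highest values were nAChRalpha2 (Dα2; FBgn0000039, chromosome 3R from 24485428 to 24491147) at 110.5 ± 4.18 RPKM (SD, n = 2) and nAChRbeta1 (Dβ1; FBgn0000038, chromosome 3L from 4429349 to 4435993) at 102 ± 13.1 RPKM (SD, n = 2). The replicates of nAChRbeta1 (111 and 92.6 RPKM) overlapped with those of nAChRalpha2 (107 and 113 RPKM), so these 2 genes cannot be ranked. They were followed by nAChRbeta2 (Dβ2; FBgn0004118, chromosome 3R from 24509228 to 24515106) at 75.4 ± 0.622 RPKM (SD, n = 2) and nAChRalpha7 (Dα7; FBgn0086778, chromosome X from 19327075 to 19348447) at 60.8 ± 10.5 RPKM (SD, n = 2). These genes lay between percentile 90.4 and percentile 95.3 of all genes, and none of their exon bases are shared with another gene. Among the remaining nicotinic subunits the highest was nAChRalpha5 at 25.3 ± 4.53 RPKM, below both replicates of each of the genes above. It was followed by nAChRalpha3 (19.3 ± 0.276 RPKM), nAChRalpha1 (19.3 ± 2.60 RPKM), nAChRalpha4 (11.3 ± 0.983 RPKM) and nAChRalpha6 (8.24 ± 3.02 RPKM).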

RNA-seq results showed that four subunits of nicotinic acetylcholine receptor (Dα2, Dα7, Dβ1 and Dβ2) had high expression levels. In addition, the muscarinic acetylcholine receptor mAChR-A was strongly expressed, while the other muscarinic receptor, mAChR-B, showed lower expression levels. 

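mAChR-A (FBgn0000037, chromosome 2R from 24378630 to 24390294) was listed at 86.4 ± 0.939 RPKM (SD, n = 2) and mAChR-B (FBgn0037546, chromosome 3R from 8059284 to 8087049) at 32.9 ± 0.787 RPKM (SD, n = 2). Both replicates of mAChR-A (87.1 and 85.7 RPKM) were above both replicates of mAChR-B (33.5 and 32.4 RPKM). The difference between the genes was larger than the spread between replicates of either. mAChR-B lay at percentile 83.0 of all genes and above every nicotinic subunit other than Dα2, Dα7, Dβ1 and Dβ2.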

Among the identified glutamate receptors, we observed strong expression of the glutamate-gated chloride channel GluClα which has been shown to mediate the hyperpolarizing action of glutamate in fly neurons [32,33,34]. 

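GluClalpha (GluClα; FBgn0024963, chromosome 3R from 19730715 to 19775231) had a mean of 122 ± 3.10 RPKM (SD, n = 2), at percentile 95.9 of all genes. With 93246 and 75923 reads in the 2 replicates, the 95% confidence interval was 124 to 125 RPKM in replicate 1 and 119 to 121 RPKM in replicate 2. Among the 38 genes of the glutamate receptor panel, the median was 0.273 RPKM and 10 were at or above 10 RPKM. The panel includes 18 genes of the Ir family, of which Ir93a alone reached that level, with 13.6 RPKM in replicate 1 and 6.87 RPKM in replicate 2.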

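CG3822, now named KaiR1D (FBgn0038837, chromosome 3R from 20860187 to 20866231), was listed at 77.2 ± 19.8 RPKM (SD, n = 2) and CG11155 (FBgn0039927, chromosome 4 from 1126602 to 1137919) at 66.3 ± 0.522 RPKM (SD, n = 2). The replicates of CG3822 were unequal (91.2 and 63.1 RPKM), and those of CG11155 (66.7 and 66.0 RPKM) lay between them, so the order of these 2 genes was not resolved. Of the other ionotropic subunits in the panel, GluClalpha, the Ir genes and the NMDA receptor genes left aside, the highest means were those of GluRIB at 21.2 ± 1.77 RPKM, GluRIA at 15.8 ± 3.45 RPKM and Ekar at 12.4 ± 3.82 RPKM. Both replicates of each were below both replicates of CG3822 and CG11155.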

We detected high expression levels of the ionotropic glutamate receptor subunits CG3822 and CG11155. 

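Nmdar1 (FBgn0010399, chromosome 3R from 5508842 to 5523328) was listed at 7.70 RPKM in replicate 1 and 6.12 RPKM in replicate 2, with a mean of 6.91 RPKM, and Nmdar2 (FBgn0053513, chromosome X from 1483625 to 1507809) at 20.9 ± 2.50 RPKM (SD, n = 2), so both replicates of Nmdar2 were above both of Nmdar1. The genes lay at percentile 63.9 and percentile 76.2 of all genes. Nmda1 (FBgn0013305, chromosome 2R from 12877094 to 12880230) was listed at 271 ± 6.90 RPKM (SD, n = 2), the highest value of the glutamate receptor panel. Exons of other genes share 9.65% of the exon bases of Nmda1. CG3814, now named Lfg, lies next to Nmda1 on chromosome 2R from 12875164 to 12876966 and was listed at 0 in both replicates. All of its exon bases lie on exons of the antisense transcript asRNA:CR43468, so no exon base is free of another gene.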

Despite the very weak expression of the functional subunits of the NMDA receptor Nmdar1 and Nmdar2, we found that a related gene, Nmda1 that encodes a protein associated with the NMDA receptor is strongly expressed. Nmda1 gene has not been fully described yet and it is not clear whether it has functional role in neurotransmission.

**Fig 3:**
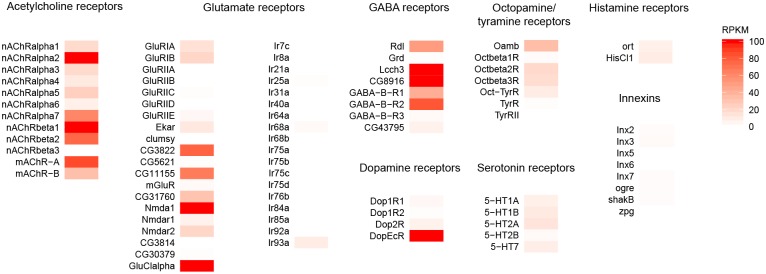
Expression of neurotransmitter receptors and gap junction proteins in T4/T5 neurons. Gene expression levels of the identified receptors for acetylcholine, glutamate, GABA, dopamine, octopamine, tyramine, serotonin and histamine as well as the innexin proteins are plotted as mean RPKM values using a color scale with the minimum at 0 and maximum at 100 RPKM.

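Of the 84 genes in this figure, 32 had a mean of at least 10 RPKM. With the reference level at 20 RPKM the number was 21, and with 5 RPKM it was 40. By transmitter, at least 10 RPKM was reached by 10 of 12 genes for acetylcholine receptors, 10 of 38 for glutamate receptors, 5 of 8 for GABA receptors, 1 of 4 for dopamine receptors, 3 of 4 for octopamine receptors, 0 of 3 for tyramine receptors, 2 of 5 for serotonin receptors and 1 of 2 for histamine receptors. Of the innexins, 0 of 8 reached it.

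**Figure D2:**
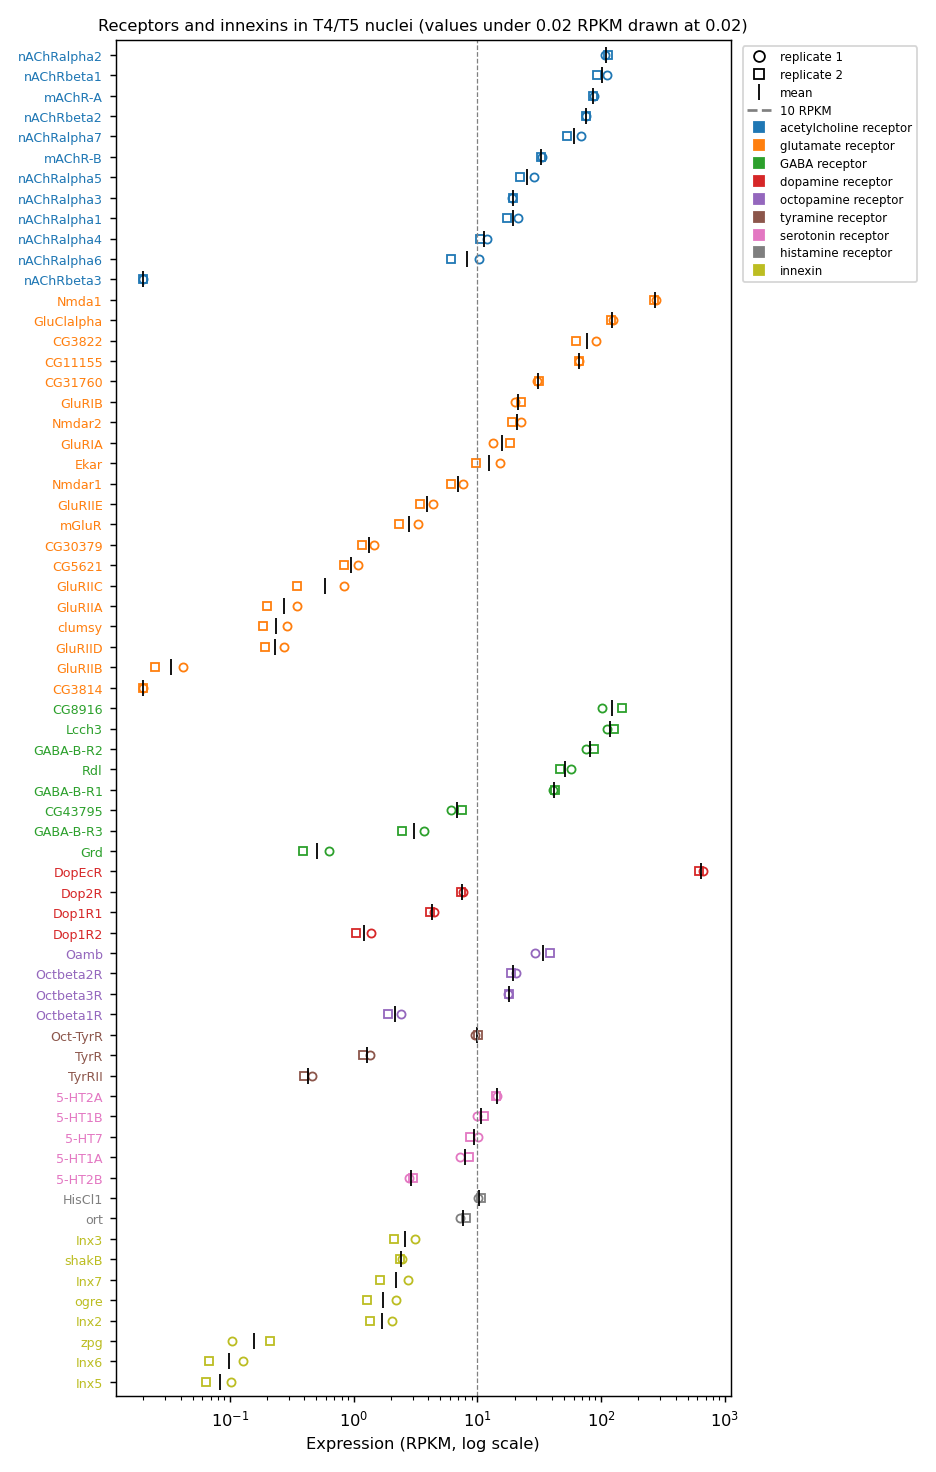
Expression (x axis, RPKM, log scale) of the receptors and innexins, one gene per line, grouped by transmitter and without the Ir genes. Circles are replicate 1, squares are replicate 2, vertical bars are their mean and the dashed line is 10 RPKM; values under 0.02 RPKM are drawn at 0.02. DopEcR has the highest mean, and all innexins lie below 10 RPKM.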

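Among the ionotropic GABA receptor subunits, CG8916 (FBgn0030707, chromosome X from 15921955 to 15924558) was listed at 124 ± 32.3 RPKM (SD, n = 2), Lcch3 (FBgn0010240, chromosome X from 15925105 to 15928529) at 119 ± 10.1 RPKM (SD, n = 2) and Rdl (FBgn0004244, chromosome 3L from 9145838 to 9182149) at 51.5 ± 7.21 RPKM (SD, n = 2). The replicates of CG8916 (101 and 146 RPKM) enclosed those of Lcch3 (112 and 126 RPKM), and both genes were above Rdl in both replicates. Exons of other genes share 31.3% of the exon bases of Lcch3. With these bases left out of its exon length, Lcch3 was at 163 RPKM in replicate 1 and 184 RPKM in replicate 2. Both values are above both replicates of CG8916, which shares no exon bases. The metabotropic receptors GABA-B-R2 (FBgn0027575, chromosome 3R from 21770333 to 21775840) and GABA-B-R1 (FBgn0260446, chromosome 2L from 15016331 to 15034704) were listed at 82.0 ± 8.25 RPKM (SD, n = 2) and 41.8 ± 0.905 RPKM (SD, n = 2). The remaining GABA receptor genes of the panel were lower, with CG43795 at 6.79 ± 0.931 RPKM, GABA-B-R3 at 3.09 ± 0.886 RPKM and Grd at 0.508 ± 0.171 RPKM.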

Our RNA-Seq results showed presence of transcripts also for ionotropic GABA receptor subunits Rdl, Lcch3 and CG8916 as well as metabotropic GABA receptors GABA-B-R1 and GABA-B-R2. None of the known receptors for serotonin, histamine or tyramine were expressed in T4/T5 neurons. 

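The highest of these receptors was 5-HT2A (FBgn0087012, chromosome 3R from 4612870 to 4633304) at 14.3 ± 0.152 RPKM (SD, n = 2), percentile 71.2 of all genes. It was followed by 5-HT1B (10.6 ± 0.947 RPKM), HisCl1 (10.4 ± 0.362 RPKM), Oct-TyrR (9.90 ± 0.444 RPKM), 5-HT7 (9.37 ± 1.00 RPKM), 5-HT1A (7.89 ± 0.946 RPKM) and ort (7.66 ± 0.630 RPKM). The lowest were 5-HT2B (2.90 ± 0.156 RPKM), TyrR (1.27 ± 0.105 RPKM) and TyrRII (0.429 ± 0.0438 RPKM). Reads were therefore assigned to every one of these genes, and 5-HT2A had 8779 and 7298 reads in the 2 replicates. In replicate 2, 5-HT2A (14.2 RPKM) was above the calcium channel subunit CG4587 (13.5 RPKM), while in replicate 1 it was below it.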

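Oamb (FBgn0024944, chromosome 3R from 20689018 to 20714577) was listed at 33.9 ± 6.44 RPKM (SD, n = 2), with 29.3 RPKM in replicate 1 and 38.4 RPKM in replicate 2. The mean lies at percentile 83.4 of all genes. Octbeta2R (19.5 ± 1.31 RPKM) and Octbeta3R (17.9 ± 0.0388 RPKM) were lower than Oamb in both replicates, and Octbeta1R was lowest at 2.15 ± 0.357 RPKM.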

Amongst the octopamine receptors, we detected low expression of Oamb, suggesting weak octopaminergic input to T4/T5 neurons. Dopamine-ecdysone receptor DopEcR was expressed at high levels in T4/T5 neurons. Nevertheless, presence of DopEcR does not necessarily imply that T4/T5 neurons receive dopaminergic input as DopEcR also serves as a detector of steroid hormones [35]. 

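DopEcR (FBgn0035538, chromosome 3L from 4367649 to 4380387) was listed at 641 ± 30.3 RPKM (SD, n = 2), percentile 99.7 of all genes and the highest value of the receptors in Fig 3. It had 320634 and 253077 reads in the 2 replicates. The other dopamine receptors were Dop2R at 7.49 ± 0.213 RPKM, Dop1R1 at 4.30 ± 0.185 RPKM and Dop1R2 at 1.21 ± 0.235 RPKM.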

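The innexin genes had means between 0.0831 and 2.61 RPKM. The highest were Inx3 (FBgn0265274, chromosome 3R from 28853606 to 28859497) at 2.61 ± 0.718 RPKM (SD, n = 2), shakB at 2.42 ± 0.0700 RPKM and Inx7 at 2.18 ± 0.779 RPKM. They were followed by ogre (1.74 ± 0.649 RPKM), Inx2 (1.70 ± 0.480 RPKM), zpg (0.158 ± 0.0763 RPKM), Inx6 (0.0974 ± 0.0427 RPKM) and Inx5 (0.0831 ± 0.0275 RPKM). The depth allows values far below these to be detected, since 3 reads on Inx5 correspond to 0.0147 RPKM in replicate 1 and 0.0174 RPKM in replicate 2.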

We did not detect expression of any gap junction proteins of the innexin family in the T4/T5 neurons.

### Ion channels in T4/T5 neurons

The whole *Drosophila* genome contains only one gene that encodes a voltage-gated sodium channel—named para—and five genes encoding auxiliary subunits that are known to modulate the gating of para. 

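Of the auxiliary sodium channel subunits, Teh2 (FBgn0035505, chromosome 3L from 4178980 to 4188023) was listed at 61.6 ± 4.06 RPKM (SD, n = 2) and Teh4 (FBgn0035504, chromosome 3L from 4174859 to 4178270) at 49.9 ± 7.13 RPKM (SD, n = 2). Teh1 (FBgn0037766, chromosome 3R from 9826081 to 9868120) and tipE (FBgn0003710, chromosome 3L from 4188499 to 4193788) were lower, at 27.5 ± 3.89 RPKM (SD, n = 2) and 22.7 ± 1.37 RPKM (SD, n = 2). Teh3 (FBgn0040697, chromosome 3L from 4182645 to 4184663) was at 2.30 ± 0.0744 RPKM (SD, n = 2), below both replicates of each of the other subunits. tipE, Teh2, Teh3 and Teh4 lie close to each other, with Teh3 within the bounds of Teh2. Exons of other genes share 6.97% of the exon bases of Teh2 and 14.4% of those of Teh3. They also share 19.0% of those of tipE, which lies outside the bounds of these Teh genes and on the opposite strand. With exon length counted without shared bases, tipE was at 28.1 RPKM, and its mean was then above that of Teh1.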

We found the voltage-gated sodium channel para to be expressed in T4/T5 neurons together with four out of the five identified modulatory subunits (Fig 4). All of the identified subunits of voltage-gated calcium channels were expressed in T4/T5 neurons as well (Fig 4). In addition, we also detected expression of the voltage-gated cation channel NaCP60E that is permeable for both, calcium and sodium (Fig 4).

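The calcium channel genes ranged from 15.6 to 196 RPKM. The auxiliary subunit stj (FBgn0261041, chromosome 2R from 13805794 to 13819571) was highest at 196 ± 27.3 RPKM (SD, n = 2). The pore-forming subunits cac (FBgn0263111, chromosome X from 11931280 to 11985087), Ca-alpha1T (FBgn0264386, chromosome X from 6104085 to 6192483) and Ca-alpha1D (FBgn0001991, chromosome 2L from 16165831 to 16190540) were listed at 81.1 ± 9.69 RPKM (SD, n = 2), 68.2 ± 7.06 RPKM (SD, n = 2) and 26.2 ± 8.06 RPKM (SD, n = 2). CG4587, now named stol (FBgn0028863, chromosome 2L from 15644183 to 15718272), was lowest at 15.6 ± 2.90 RPKM (SD, n = 2). It is also the lowest of the analysed genes counted here as called expressed without being called weak or low. All analysed calcium channel genes were lower in replicate 2 than in replicate 1. Their exon lengths, between 6273 and 13140 bases, place them among the longest genes of similar RPKM, and at this level the ratio of replicate 2 to replicate 1 was lower for long genes than for short genes (Spearman's rho of log2 ratio and exon length across genes of at least 10 RPKM, which are not independent replicates, -0.482).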

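NaCP60E (FBgn0085434, chromosome 2R from 24891614 to 24921677) was listed at 50.1 ± 6.15 RPKM (SD, n = 2), percentile 88.4 of all genes. Its replicates (54.5 and 45.8 RPKM) were above those of Ca-alpha1D and below those of cac.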

**Fig 4:**
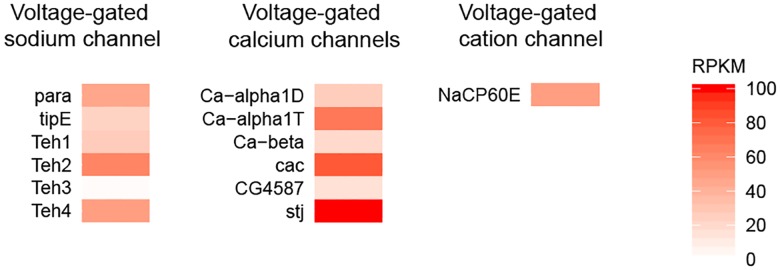
Expression of voltage-gated sodium and calcium channels in T4/T5 neurons. RPKM values of the identified structural and modulatory subunits of voltage-gated sodium and calcium channels are plotted on a color scale ranging from 0 to 100 RPKM.

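Of the 11 genes of this figure that were analysed, 10 had a mean of at least 10 RPKM, and Teh3 did not. The number stayed between 9 and 10 in every alternative tried, with the lower value at a reference level of 20 RPKM.

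**Figure D3:**
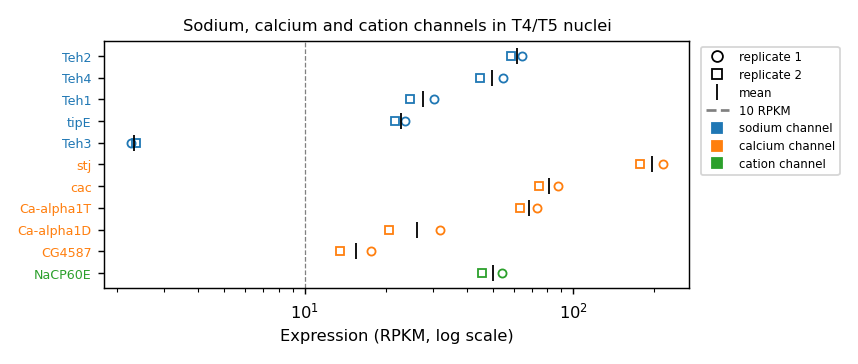
Expression (x axis, RPKM, log scale) of sodium, calcium and cation channel genes, one gene per line. Circles are replicate 1, squares are replicate 2, vertical bars are their mean and the dashed line is 10 RPKM; Teh3 is the only gene to the left of it.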

Potassium channels can be divided based on their structure and function into three main groups: voltage-gated potassium channels, two-pore domain potassium channels and inwardly rectifying potassium channels. 

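The voltage-gated potassium channel genes with the highest means were Ih (FBgn0263397, chromosome 2R from 14276130 to 14300095) at 86.2 ± 5.16 RPKM (SD, n = 2), sei (FBgn0003353, chromosome 2R from 24047411 to 24053035) at 79.2 ± 4.20 RPKM (SD, n = 2), Shab (FBgn0262593, chromosome 3L from 2895017 to 2959579) at 70.2 ± 13.7 RPKM (SD, n = 2) and Hk (FBgn0263220, chromosome X from 10233347 to 10263485) at 64.3 ± 3.14 RPKM (SD, n = 2). By mean, they were followed by CG42732, now named SLO2 (59.3 ± 17.7 RPKM), eag (48.8 ± 7.81 RPKM), Sh (39.2 ± 4.73 RPKM), slo (36.4 ± 9.61 RPKM), Shaw (35.2 ± 10.2 RPKM) and Shal (31.5 ± 2.71 RPKM). The replicates of CG42732 (71.7 and 46.8 RPKM) overlapped with those of Shab (79.9 and 60.5 RPKM) and Hk (66.5 and 62.1 RPKM). Within each replicate CG42732 was below Shab, while it was above Hk in replicate 1 and below it in replicate 2. KCNQ (FBgn0033494, chromosome 2R from 10145897 to 10192394) was listed at 9.11 ± 1.74 RPKM (SD, n = 2) and Elk (FBgn0011589, chromosome 2R from 17873939 to 17926695) at 5.50 ± 1.75 RPKM (SD, n = 2). Both replicates of KCNQ (10.3 and 7.88 RPKM) and of Elk were below both replicates of every other gene of this group. Exons of other genes share 27.4% of the exon bases of KCNQ. With exon length counted without shared bases, KCNQ was at 12.6 RPKM, which is above the reference level of 10 RPKM. Its replicates were then 14.3 and 10.9 RPKM, the former above replicate 2 of SK (14.1 RPKM). The separation of KCNQ from SK therefore does not hold with this exon length. The order of Ih and sei also depends on it, since 14.6% of the exon bases of sei are shared and none of those of Ih. Without shared bases sei was at 92.7 RPKM (89.2 and 96.2 RPKM), and its replicates overlapped with those of Ih (89.9 and 82.6 RPKM).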

With the exception of Elk and KCNQ, all of the identified members of voltage-gated potassium channels were expressed in T4/T5 neurons (Fig 5). 

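Shawl (FBgn0085395, chromosome 2L from 9370309 to 9415156) was listed at 15.0 ± 1.15 RPKM (SD, n = 2) and SK (FBgn0029761, chromosome X from 5340236 to 5405138) at 15.8 ± 2.31 RPKM (SD, n = 2). Their replicates overlapped (14.2 and 15.8 RPKM for Shawl, 17.4 and 14.1 RPKM for SK), so the 2 genes cannot be ranked. Both lay between the values of KCNQ and Shal in both replicates. Their replicates also overlapped with those of the calcium channel subunit CG4587.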

Expression of Shawl and SK was rather weak (Fig 5). Two-pore domain potassium channels have been shown to mediate leak potassium current as well as chemo- and mechano-sensation [36]. 

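Of the 11 two-pore domain channel genes, CG1688 (FBgn0027589, chromosome 2R from 9766364 to 9806875) was highest at 68.1 ± 13.3 RPKM (SD, n = 2), followed by Task7 (FBgn0037690, chromosome 3R from 9410329 to 9412293) at 50.3 ± 12.1 RPKM (SD, n = 2). Both genes were higher in replicate 2, and CG1688 was above Task7 within each replicate, although their ranges overlapped (58.7 and 77.5 RPKM for CG1688, 41.7 and 58.8 RPKM for Task7). Exons of other genes share 29.5% of the exon bases of CG1688. Leaving these bases out of its exon length put CG1688 at 83.3 RPKM in replicate 1 and 110 RPKM in replicate 2. The ranges then no longer overlapped, since Task7 shares no exon bases. Task6 (15.2 ± 1.89 RPKM) and CG42594 (8.79 ± 0.452 RPKM) came next, and the means of the other genes of this family were below 3 RPKM.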

In T4/T5 neurons, two members of this family, CG1688 and Task7 were strongly expressed (Fig 5). None of the inwardly rectifying potassium channels was present in T4/T5 neurons (Fig 5).

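Irk2 (FBgn0039081, chromosome 3R from 23513617 to 23519445) was listed at 4.64 ± 0.0839 RPKM (SD, n = 2), Irk3 (FBgn0032706, chromosome 2L from 18711071 to 18713748) at 0.594 ± 0.0392 RPKM (SD, n = 2) and Irk1 (FBgn0265042, chromosome 3R from 23168317 to 23185642) at 0.418 ± 0.0678 RPKM (SD, n = 2). Both replicates of Irk2 were above both replicates of Irk1 and Irk3. With 1325 and 1090 reads, Irk2 was above the smallest value that 3 reads can show, 0.0106 RPKM in replicate 1. Irk2 lay at percentile 60.6 of all genes.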

**Fig 5:**
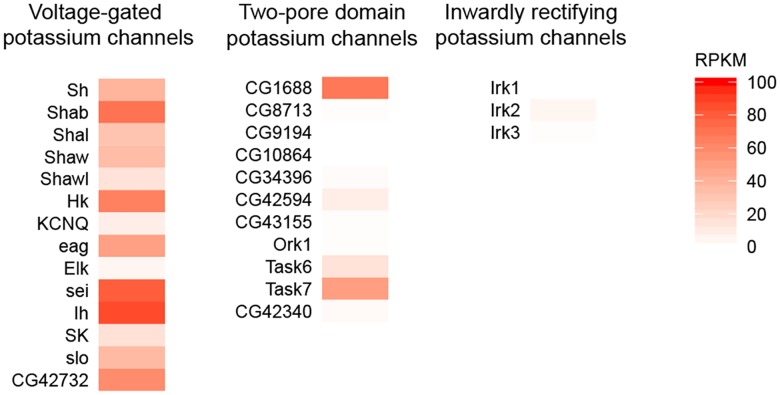
Expression of potassium channels in T4/T5 neurons. Expression levels of the identified members of the voltage-gated potassium channels, two-pore domain potassium channels and inwardly rectifying potassium channels are plotted as RPKM values on a color scale ranging from 0 to 100 RPKM.

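Of these 28 genes, 15 had a mean of at least 10 RPKM: 12 of 14 voltage-gated channels, 3 two-pore domain channels and 0 of 3 inwardly rectifying channels. Expressed as TPM, 19 genes were at or above 10, which acts as a lower reference level because TPM raises all genes of a replicate by the same factor.

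**Figure D4:**
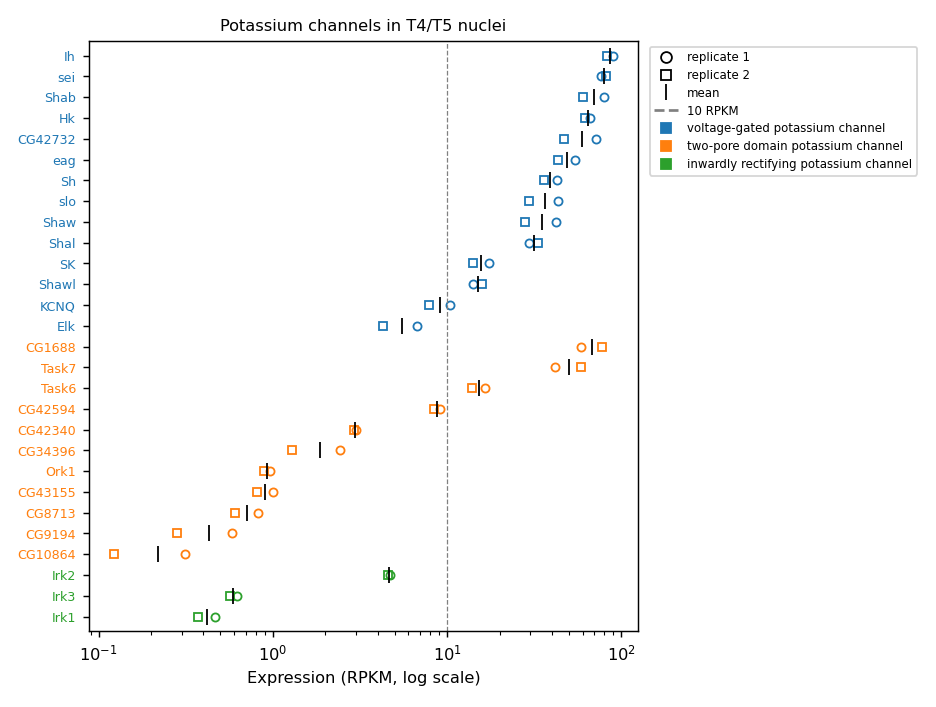
Expression (x axis, RPKM, log scale) of the potassium channel genes, one gene per line, grouped by channel type. Circles are replicate 1, squares are replicate 2, vertical bars are their mean and the dashed line is 10 RPKM; KCNQ has 1 replicate on each side of the line.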

### Neurotransmitter phenotype of T4/T5 neurons

T4/T5 neurons have previously been shown to use acetylcholine as their neurotransmitter [11,33]. Hence, our expectation was to confirm the cholinergic phenotype of these neurons. Indeed, we found the genes for the acetylcholine-synthesizing enzyme ChAT and the vesicular acetylcholine transporter (VAChT) to be expressed at high levels (Fig 6). 

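ChAT (FBgn0000303, chromosome 3R from 18705501 to 18732344) was listed at 56.0 ± 10.0 RPKM (SD, n = 2) and VAChT (FBgn0270928, chromosome 3R from 18705501 to 18718916) at 42.8 ± 4.48 RPKM (SD, n = 2). Both genes were higher in replicate 2 (63.1 against 48.9 RPKM for ChAT, 45.9 against 39.6 RPKM for VAChT). Both replicates of ChAT were above both of VAChT. The 2 genes start at the same position and share 606 exon bases, from 18705501 to 18706106, which is 15.1% of the exon bases of ChAT and 8.54% of those of VAChT. With exon length counted without shared bases, ChAT was at 65.9 RPKM and VAChT at 46.7 RPKM.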

Surprisingly, however, we also found the gene for the vesicular GABA transporter (VGAT) to be expressed in T4/T5 neurons (Fig 6A).

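VGAT (FBgn0033911, chromosome 2R from 14198478 to 14201249) was listed at 68.3 ± 1.08 RPKM (SD, n = 2), percentile 91.7 of all genes. It had 20574 and 17756 reads in the 2 replicates, and none of its exon bases are shared with another gene. Both replicates of VGAT (67.5 and 69.1 RPKM) were above both replicates of ChAT and VAChT. For ChAT this does not hold with exon length counted without shared bases, where ChAT was at 57.6 RPKM in replicate 1 and 74.3 RPKM in replicate 2, the latter above both replicates of VGAT. The other vesicular transporters were far lower, with VGlut at 3.74 ± 0.138 RPKM, Vmat at 1.75 ± 0.208 RPKM and prt at 0.901 ± 0.00795 RPKM.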

**Fig 6:**
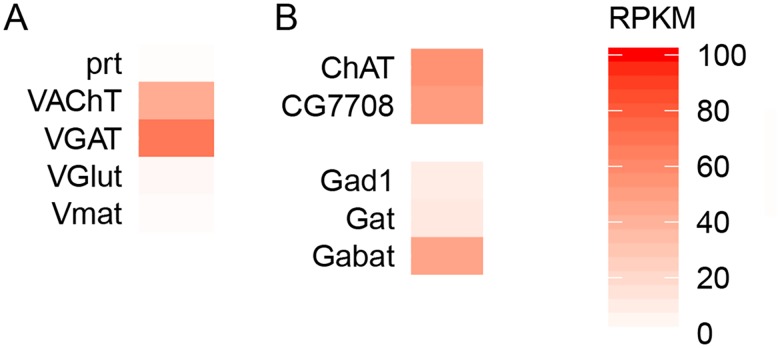
Neurotransmitter phenotype of T4/T5 neurons. Expression values of the identified vesicular neurotransmitter transporters (A) and known markers of the cholinergic and GABAergic neurons (B) are plotted as RPKM levels on a color scale capturing the range 0–100 RPKM.

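Of these 10 genes, 7 had a mean of at least 10 RPKM. With the uniquely aligned reads as the denominator, the number was 5. This denominator lowers all genes of a replicate by the same factor, so it acts as a higher reference level.

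**Figure D5:**
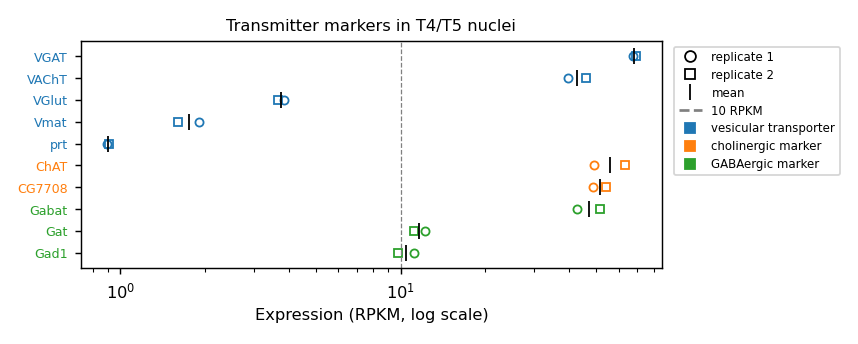
Expression (x axis, RPKM, log scale) of vesicular transporters and of cholinergic and GABAergic markers, one gene per line. Circles are replicate 1, squares are replicate 2, vertical bars are their mean and the dashed line is 10 RPKM; Gad1 and Gat lie close to the line, and VGlut, Vmat and prt lie to the left of it.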

To prove the expression of VGAT in T4/T5 neurons by another line of evidence, we used a transgenic fly line VGAT-LexA that had the sequence for bacterial transcription factor LexA inserted into the first exon of the VGAT gene (Simpson 2016; J Neurogenetics, in revision). Utilizing two binary expression systems, Gal4/UAS [37] and LexA/lexAop [38], we labelled T4/T5 neurons with GFP and cells with an active VGAT locus with mCherry. The immunostaining revealed that T4/T5 neurons were indeed part of the VGAT-LexA expression pattern (Fig 7). The apparent co-expression of VAChT and VGAT in T4/T5 neurons raises the possibility that T4/T5 neurons compose two different populations; one cholinergic and one expressing VGAT. To test this, we performed further staining against acetylcholine-synthesizing enzyme ChAT that showed that all of the VGAT-expressing T4 and T5 neurons were in addition cholinergic as well (Fig 7).

**Fig 7:**
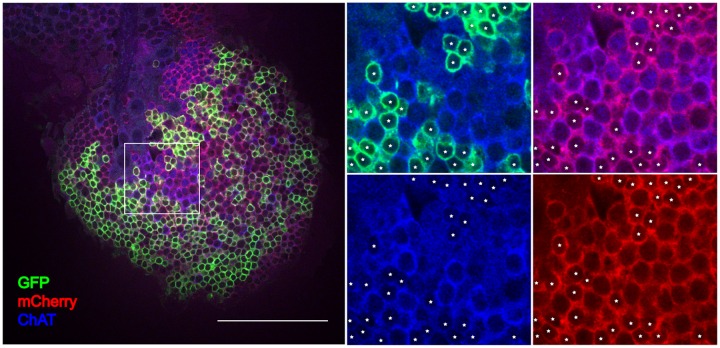
Co-expression of ChAT and VGAT in T4/T5 neurons. Optic lobe of a fly with genotype w^-^; VGAT-LexA/LexAop-myr::mCherry; R42F06-Gal4/UAS-mCD8::GFP was immunostained with antibodies against GFP (green), mCherry (red) and ChAT (blue). Boxed area in the left picture is enlarged in four panels in the right. White asterisks mark the position of the GFP-labelled cell bodies of the T4/T5 neurons. Somatic membrane of the T4/T5 neurons co-localizes with anti-mCherry as well as with anti-ChAT immunostaining. Scale bar: 50 μm.

Besides the vesicular transporter VAChT and acetylcholine-synthesizing enzyme ChAT, cholinergic neurons are characterized by the presence of the membrane choline transporter that is in *Drosophila* encoded by the gene CG7708. Our RNA-seq results confirmed the expression of all three cholinergic markers in the T4/T5 neurons (Fig 6). 

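CG7708, now named ChT (FBgn0038641, chromosome 3R from 18680604 to 18686739), was listed at 51.3 ± 3.73 RPKM (SD, n = 2), percentile 88.7 of all genes. Its replicates (48.6 and 53.9 RPKM) were above those of VAChT. They overlapped with those of ChAT, which was above CG7708 within each replicate. It lies on the same chromosome arm as ChAT and VAChT and shares no exon bases with another listed gene. With exon length counted without shared bases, ChAT was at 57.6 RPKM in replicate 1 and 74.3 RPKM in replicate 2. Both values are above both replicates of CG7708. VAChT then had a mean of 46.7 RPKM, so its separation from CG7708 depends on the exon length used.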

On the other hand, GABAergic neurons are characterized by the presence of GABA-synthesizing enzyme glutamate decarboxylase (Gad1), membrane GABA transporter (Gat) and GABA-degrading enzyme GABA transaminase (Gabat). We found that T4/T5 neurons did not express Gad1 and Gat but their expression of Gabat was comparable to that of cholinergic markers (Fig 6), suggesting that degradation of GABA is taking place in T4/T5 neurons.

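Gad1 (FBgn0004516, chromosome 3L from 4074077 to 4088744) was listed at 10.5 ± 1.02 RPKM (SD, n = 2) and Gat (FBgn0039915, chromosome 4 from 629691 to 635350) at 11.7 ± 0.725 RPKM (SD, n = 2), below both replicates of each cholinergic marker. The genes lay at percentile 67.8 and percentile 68.8 of all genes. Gabat (FBgn0036927, chromosome 3L from 19997714 to 20000686) was listed at 47.0 ± 6.16 RPKM (SD, n = 2). The ratio of its mean to the median of ChAT, VAChT and CG7708 was 0.917, and it was 0.877 in replicate 1 and 0.953 in replicate 2. The replicates of Gabat (42.7 and 51.4 RPKM) overlapped with those of CG7708, VAChT and ChAT, but within each replicate Gabat was below ChAT and CG7708 and above VAChT. With exon length counted without shared bases, the means of Gabat and VAChT were 47.6 and 46.7 RPKM, so the order of these 2 genes is not settled. With 2 replicates of a single condition, no test of these differences was run. From the expression of Gabat at a level comparable to the cholinergic markers (Fig 6), the paper proposes that GABA is degraded in T4/T5 neurons. In its discussion, the paper proposes as an alternative that Gabat synthesizes GABA in these neurons.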

## Discussion

### Comparison of expression data obtained with RNA-seq and RT-PCR

A low-throughput transcript profiling of selected 22 genes in T4/T5 neurons was already performed previously using RT-PCR amplification of mRNA from the isolated somata of either T4 or T5 neurons [11]. Shinomiya et al. [11] detected expression of ChAT and potassium channel slo in both, T4 and T5 neurons, muscarinic acetylcholine receptor mAChR-A in T5 cells and mAChR-B in T4 cells, in agreement with our results (Figs 3, 5 and 6). However, transcripts for nicotinic subunit Dβ3 identified by RT-PCR in T4/T5 neurons [11] were not detected in our RNA-seq dataset (Fig 3). 

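nAChRbeta3 (Dβ3; FBgn0031261, chromosome 2L from 545129 to 547096, plus strand) was listed at 0 RPKM in both replicates. The annotation places all 1532 of its exon bases on exons of Ets21C (FBgn0005660, chromosome 2L from 544925 to 552923), which is transcribed from the opposite strand. No exon base of nAChRbeta3 is therefore free of another gene. If reads on its exons could be counted, 3 reads would correspond to 0.0174 RPKM in replicate 1 and 0.0206 RPKM in replicate 2. Of the 356 protein-coding genes whose exon bases all lie on exons of other listed genes, 343 were listed at 0 in both replicates, compared with 37 of the 9312 genes that share no exon base. Ets21C was listed at 6.07 ± 2.52 RPKM (SD, n = 2).

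**Figure D6:**
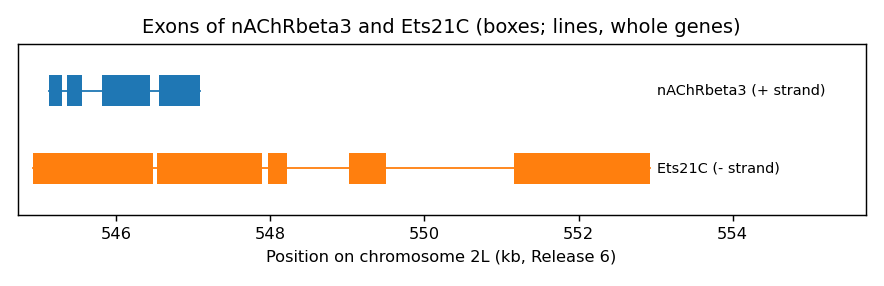
Exons (boxes) of nAChRbeta3 and Ets21C along chromosome 2L (x axis, kb); lines span each whole gene. The 4 exons of nAChRbeta3 all lie within the first 2 exon blocks of Ets21C on this map.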

On the other hand, we observed strong expression of nicotinic receptor subunits Dα2, Dβ1, Dβ2 (Fig 3) and vesicular transporter VGAT (Fig 6) while none of these genes was identified as expressed in the RT-PCR assay [11]. These discrepancies are likely due to lower detection threshold caused by smaller amounts of input mRNA used in reported RT-PCR experiments and higher risk of contamination of the analyzed neurons with other cell types during the manual sampling of somata.

Our transcriptome analysis with RNA-seq pools T4 and T5 cells together as there is no available Gal4 line with the expression pattern restricted exclusively to either T4 or T5 neurons. The Gal4 lines used previously to target either T4 or T5 neurons [11,13,33] show expression also in other neuronal types in the central brain, therefore they are not suitable for the approach used in this study that involves immunoprecipitation of neuronal nuclei from the whole fly heads. As a consequence of the pooling of T4 and T5 cells together in our analysis, genes that are differentially expressed in T4 and T5 neurons might show weaker expression in our dataset although their expression is strong but restricted to either T4 or T5 cells. In addition, T4/T5 neurons comprise a total of eight subtypes that differ in their preferred direction, orientation of their dendrites and projection pattern of their axons. Although all these cell types likely perform the same dendritic computations, this diversity might still affect our transcriptome data.

### Molecular implementation of HR model

A major contribution of our transcriptome analysis of T4/T5 neurons is narrowing down the biological mechanisms that can apply the HR model of motion detection to the dendrites of the T4/T5 neurons. Depending on where the time delay in the HR model arises (Fig 1), different molecular processes underlying coincidence detection come into question. Inputs that are temporally offset already presynaptically to the dendrites of the T4/T5 neurons (Fig 1A) can be summed in a supralinear fashion by rectifying electrical synapses [24], deactivation of Kir conductance [25] or voltage-gated sodium or calcium channels [21,22]. As neither the electrical synapses nor the inwardly rectifying potassium channels are present in the T4/T5 neurons (Figs 3 and 5), we suggest that voltage-gated sodium and calcium channels (Fig 4) are the main candidates for the supralinear summation in this scenario.

Our results show that T4/T5 neurons are likely to receive cholinergic, glutamatergic and GABAergic input (Fig 3). 

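Among the G-protein coupled receptors for acetylcholine, GABA and glutamate, the metabotropic glutamate receptor mGluR (FBgn0019985, chromosome 4 from 936819 to 949441) was listed at 2.82 ± 0.703 RPKM (SD, n = 2), percentile 56.7 of all genes. CG31760 (FBgn0051760, chromosome 2L from 12142780 to 12170508), which Fig 3 places among the glutamate receptors, was listed at 30.7 ± 0.708 RPKM (SD, n = 2). Both replicates of mGluR (3.31 and 2.32 RPKM) were below both replicates of mAChR-A, mAChR-B, GABA-B-R1, GABA-B-R2 and CG31760. They overlapped with those of GABA-B-R3 (3.72 and 2.46 RPKM).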

For each of these neurotransmitters, both ionotropic as well as G-protein coupled receptors are expressed in the T4/T5 neurons. As the ionotropic and metabotropic neurotransmitter receptors have different activation dynamics, the temporal delay can indeed be generated by the two inputs synapsing on different types of receptors on the dendrites of T4/T5 neurons (Fig 1B). Supralinear dendritic summation by NMDA receptors in the T4/T5 neurons is not likely as the expression levels of the functional NMDA receptor subunits are rather low (Fig 3). A coincidence detection mechanism involving deactivation of KCNQ-mediated hyperpolarizing potassium current via muscarinic acetylcholine receptor signaling cascade has already been proposed to take place in T4/T5 neurons [11,39]. However, the weak expression of KCNQ in T4/T5 neurons makes the contribution of KCNQ currents to a supralinear signal amplification in T4/T5 neurons unlikely (Fig 5). As a potential substrate for the recently discovered null-direction suppression [18,19], T4/T5 neurons express GABA receptors as well as glutamate-binding hyperpolarizing GluClα channel (Fig 3). Such inhibitory inputs could also shape the receptive field properties of T4/T5 neurons making them more sensitive to gratings orthogonal to their preferred orientation [14].

Dendritic signal propagation depends on the morphology of the dendrites as well as on their active and passive membrane properties. Possible differential temporal filtering in the dendritic compartments of T4/T5 cells (Fig 1C) can be caused by inhomogeneous distribution of ion channels mediating leak currents, low threshold potassium currents or hyperpolarization-activated potassium currents. We identify expression of candidate channels in the T4/T5 neurons that might mediate these currents such as leak potassium channels CG1688 and Task7, hyperpolarization-activated potassium channel Ih and low threshold-activated potassium channels Shab, Shaw [40], eag [41] and sei [42] (Fig 5).

### Co-existence of acetylcholine and GABA in T4 and T5 neurons?

GABAergic neurons in flies are traditionally characterized by the presence of glutamic acid decarboxylase Gad1, an enzyme responsible for GABA synthesis [43]. Mammalian neurons, however, can release GABA in absence of glutamate decarboxylase. This is achieved either by re-uptaking GABA from the extracellular space via GABA transporters [44] or by its synthesis with alternative pathways [45,46]. GABA transaminase (Gabat) can convert succinic semialdehyde into GABA and vice versa [47], and is thought to participate in the degradation of GABA in most cells, not in its synthesis [48]. In T4/T5 neurons, the Gad1 and Gat are expressed very weakly (Fig 6B) and therefore their contribution to potential GABAergic transmission of T4/T5 neurons is questionable. On the other hand, Gabat is expressed at the levels comparable to cholinergic markers (Fig 6B) suggesting that degradation of GABA is taking place in T4/T5 neurons. Alternatively, Gabat might be the GABA synthesizing enzyme in the T4/T5 neurons.

T4/T5 neurons synthesize and release acetylcholine from their axons onto their postsynaptic partners, the lobula plate tangential cells [11,33]. In addition to axon terminals, T4 neurons also possess presynaptic neurotransmitter release sites in their dendrites [6]. The identified recipients of the dendritic synaptic input from T4 neurons are Mi9, C3 and other T4 neurons [6]. The functional role of dendritic synapses of T4 neurons has not been investigated yet, and neither has it been shown that these synapses are cholinergic. For comparison, in mouse retina, direction-selective starburst amacrine cells (SACs) co-release acetylcholine and GABA [49] and GABAergic SAC-SAC connections shape the velocity tuning and contrast range of SACs [50]. Whether this could be the role of GABAergic transmission in T4/T5 neurons remains to be investigated. In flies, there has been no evidence provided so far for the release of more than one neurotransmitter from a single neuron.

## Supporting Information

S1 Table RPKM values in T4/T5 neurons. 

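S1 Table gives, for each gene, its FlyBase identifier and symbol, its total exon length, the reads counted in each replicate, the RPKM value of each replicate and their mean. A part of the table with 1999 genes was read here, and their mean RPKM values were equal to those deposited to within rounding. Multiplying an RPKM value by the exon length and by the sum of assigned reads, in the units of the RPKM, returns the number of reads of that gene.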

(XLSX) Click here for additional data file.

## References

[1] HardieRC. A histamine-activated chloride channel involved in neurotransmission at a photoreceptor synapse. Nature. 1989 6 29;339(6227):704–6. 10.1038/339704a0 2472552

[2] JoeschM, SchnellB, RaghuSV, ReiffDF, BorstA. ON and OFF pathways in Drosophila motion vision. Nature. 2010 11 11;468(7321):300–4. 10.1038/nature09545 21068841

[3] EichnerH, JoeschM, SchnellB, ReiffDF, BorstA. Internal structure of the fly elementary motion detector. Neuron. 2011 6 23;70(6):1155–64. 10.1016/j.neuron.2011.03.028 21689601

[4] TakemuraSY, KaruppuduraiT, TingCY, LuZ, LeeCH, MeinertzhagenIA. Cholinergic circuits integrate neighboring visual signals in a Drosophila motion detection pathway. Curr Biol. 2011 12 20;21(24):2077–84. 10.1016/j.cub.2011.10.053 22137471PMC3265035

[5] JoeschM, WeberF, EichnerH, BorstA. Functional specialization of parallel motion detection circuits in the fly. J Neurosci. 2013 1 16;33(3):902–5. 10.1523/JNEUROSCI.3374-12.2013 23325229PMC6704863

[6] TakemuraSY, BhariokeA, LuZ, NernA, VitaladevuniS, RivlinPK, et al A visual motion detection circuit suggested by Drosophila connectomics. Nature. 2013 8 8;500(7461):175–81. 10.1038/nature12450 23925240PMC3799980

[7] BehniaR, ClarkDA, CarterAG, ClandininTR, DesplanC. Processing properties of ON and OFF pathways for Drosophila motion detection. Nature. 2014 8 28;512(7515):427–30. 10.1038/nature13427 25043016PMC4243710

[8] StrotherJA, NernA, ReiserMB. Direct observation of ON and OFF pathways in the Drosophila visual system. Curr Biol. 2014 5 5;24(9):976–83. 10.1016/j.cub.2014.03.017 24704075

[9] AmmerG, LeonhardtA, BahlA, DicksonBJ, BorstA. Functional specialization of neural input elements to the Drosophila ON motion detector. Curr Biol. 2015 8 31;25(17):2247–53. 10.1016/j.cub.2015.07.014 26234212

[10] MeierM, SerbeE, MaisakMS, HaagJ, DicksonBJ, BorstA. Neural circuit components of the Drosophila OFF motion vision pathway. Curr Biol. 2014 2 17;24(4):385–92. 10.1016/j.cub.2014.01.006 24508173

[11] ShinomiyaK, KaruppuduraiT, LinTY, LuZ, LeeCH, MeinertzhagenIA. Candidate neural substrates for off-edge motion detection in Drosophila. Curr Biol. 2014 5 19;24(10):1062–70. 10.1016/j.cub.2014.03.051 24768048PMC4031294

[12] SerbeE, MeierM, LeonhardtA, BorstA. Comprehensive characterization of the major presynaptic elements to the Drosophila OFF motion detector. Neuron. 2016 2 17;89(4):829–41. 10.1016/j.neuron.2016.01.006 26853306

[13] MaisakMS, HaagJ, AmmerG, SerbeE, MeierM, LeonhardtA, et al A directional tuning map of Drosophila elementary motion detectors. Nature. 2013 8 8;500(7461):212–6. 10.1038/nature12320 23925246

[14] FisherYE, SiliesM, ClandininTR. Orientation selectivity sharpens motion detection in Drosophila. Neuron. 2015 10 21;88(2):390–402. 10.1016/j.neuron.2015.09.033 26456048PMC4664581

[15] SchnellB, RaghuSV, NernA, BorstA. Columnar cells necessary for motion responses of wide-field visual interneurons in Drosophila. J Comp Physiol A. 2012 5;198(5):389–95. 10.1007/s00359-012-0716-3 22411431PMC3332379

[16] BahlA, AmmerG, SchillingT, BorstA. Object tracking in motion-blind flies. Nat Neurosci. 2013 6;16(6):730–8. 10.1038/nn.3386 23624513

[17] HassensteinV, ReichardtW. [System theoretical analysis of time, sequence and sign analysis of the motion perception of the snout-beetle Chlorophanus]. Z Naturforsch B. 1956; 11b:513–524. German.

[18] HaagJ, ArenzA, SerbeE, GabbianiF, BorstA. Complementary mechanisms create direction selectivity in the fly. Elife. 2016 8 9;5:e17421 10.7554/eLife.17421 27502554PMC4978522

[19] LeongJC, EschJJ, PooleB, GanguliS, ClandininTR. Direction selectivity in Drosophila emerges from preferred-direction enhancement and null-direction suppression. J Neurosci. 2016 8 3;36(31):8078–92. 10.1523/JNEUROSCI.1272-16.2016 27488629PMC4971360

[20] BorstA, HelmstaedterM. Common circuit design in fly and mammalian motion vision. Nat Neurosci. 2015 8;18(8):1067–76. 10.1038/nn.4050 26120965

[21] LarkumME, ZhuJJ, SakmannB. A new cellular mechanism for coupling inputs arriving at different cortical layers. Nature. 1999 3 25;398(6725):338–41. 10.1038/18686 10192334

[22] GabbianiF, KrappHG, KochC, LaurentG. Multiplicative computation in a visual neuron sensitive to looming. Nature. 2002 11 21;420(6913):320–4. 10.1038/nature01190 12447440

[23] SchillerJ, SchillerY, ClaphamDE. NMDA receptors amplify calcium influx into dendritic spines during associative pre- and postsynaptic activation. Nat Neurosci. 1998 6;1(2):114–8. 10.1038/363 10195125

[24] EdwardsDH, YehSR, KrasneFB. Neuronal coincidence detection by voltage-sensitive electrical synapses. Proc Natl Acad Sci U S A. 1998 6 9;95(12):7145–50. 10.1073/pnas.95.12.7145 9618553PMC22768

[25] WesselR, KristanWBJr, KleinfeldD. Supralinear summation of synaptic inputs by an invertebrate neuron: dendritic gain is mediated by an "inward rectifier" K(+) current. J Neurosci. 1999 7 15;19(14):5875–88. 1040702710.1523/JNEUROSCI.19-14-05875.1999PMC6783099

[26] HenryGL, DavisFP, PicardS, EddySR. Cell type-specific genomics of Drosophila neurons. Nucleic Acids Res. 2012 10;40(19):9691–704. 10.1093/nar/gks671 22855560PMC3479168

[27] SchillingT, BorstA. Local motion detectors are required for the computation of expansion flow-fields. Biol Open. 2015 7 31;4(9):1105–8. 10.1242/bio.012690 26231626PMC4582123

[28] LeeT, LuoL. Mosaic analysis with a repressible cell marker for studies of gene function in neuronal morphogenesis. Neuron. 1999 3;22(3):451–61. 10.1016/S0896-6273(00)80701-1 10197526

[29] DiegelmannS, BateM, LandgrafM. Gateway cloning vectors for the LexA-based binary expression system in Drosophila. Fly (Austin). 2008 Jul-Aug;2(4):236–9. 1877674110.4161/fly.6817PMC2913122

[30] KimD, PerteaG, TrapnellC, PimentelH, KelleyR, SalzbergSL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 2013 4 25;14(4):R36 10.1186/gb-2013-14-4-r36 23618408PMC4053844

[31] LiaoY, SmythGK, ShiW. featureCounts: an efficient general-purpose program for assigning sequence reads to genomic features. Bioinformatics. 2014 4 1;30(7):923–30. 10.1093/bioinformatics/btt656 24227677

[32] LiuWW, WilsonRI. Glutamate is an inhibitory neurotransmitter in the Drosophila olfactory system. Proc Natl Acad Sci U S A. 2013 6 18;110(25):10294–9. 10.1073/pnas.1220560110 23729809PMC3690841

[33] MaussAS, MeierM, SerbeE, BorstA. Optogenetic and pharmacologic dissection of feedforward inhibition in Drosophila motion vision. J Neurosci. 2014 2 5;34(6):2254–63. 10.1523/JNEUROSCI.3938-13.2014 24501364PMC6608528

[34] MaussAS, PankovaK, ArenzA, NernA, RubinGM, BorstA. Neural circuit to integrate opposing motions in the visual field. Cell. 2015 7 16;162(2):351–62. 10.1016/j.cell.2015.06.035 26186189

[35] SrivastavaDP, YuEJ, KennedyK, ChatwinH, RealeV, HamonM, et al Rapid, nongenomic responses to ecdysteroids and catecholamines mediated by a novel Drosophila G-protein-coupled receptor. J Neurosci. 2005 6 29;25(26):6145–55. 10.1523/JNEUROSCI.1005-05.2005 15987944PMC6725065

[36] BuckinghamSD, KiddJF, LawRJ, FranksCJ, SattelleDB. Structure and function of two-pore-domain K+ channels: contributions from genetic model organisms. Trends Pharmacol Sci. 2005 7;26(7):361–7. 10.1016/j.tips.2005.05.003 15939489

[37] BrandAH, PerrimonN. Targeted gene expression as a means of altering cell fates and generating dominant phenotypes. Development. 1993 6;118(2):401–15. 822326810.1242/dev.118.2.401

[38] LaiSL, LeeT. Genetic mosaic with dual binary transcriptional systems in Drosophila. Nat Neurosci. 2006 5;9(5):703–9. 10.1038/nn1681 16582903

[39] DelmasP, BrownDA. Pathways modulating neural KCNQ/M (Kv7) potassium channels. Nat Rev Neurosci. 2005 11;6(11):850–62. 10.1038/nrn1785 16261179

[40] WeiA, CovarrubiasM, ButlerA, BakerK, PakM, SalkoffL. K+ current diversity is produced by an extended gene family conserved in Drosophila and mouse. Science. 1990 5 4;248(4955):599–603. 10.1126/science.2333511 2333511

[41] SrinivasanS, LanceK, LevineRB. Contribution of EAG to excitability and potassium currents in Drosophila larval mo toneurons. J Neurophysiol. 2012 5;107(10):2660–71. 10.1152/jn.00201.2011 22323637PMC3362287

[42] MartinsonAS, van RossumDB, DiattaFH, LaydenMJ, RhodesSA, MartindaleMQ, et al Functional evolution of Erg potassium channel gating reveals an ancient origin for IKr. Proc Natl Acad Sci U S A. 2014 4 15;111(15):5712–7. 10.1073/pnas.1321716111 24706772PMC3992637

[43] EnellL, HamasakaY, KolodziejczykA, NässelDR. gamma-Aminobutyric acid (GABA) signaling components in Drosophila: immunocytochemical localization of GABA(B) receptors in relation to the GABA(A) receptor subunit RDL and a vesicular GABA transporter. J Comp Neurol. 2007 11 1;505(1):18–31. 10.1002/cne.21472 17729251

[44] TritschNX, OhWJ, GuC, SabatiniBL. Midbrain dopamine neurons sustain inhibitory transmission using plasma membrane uptake of GABA, not synthesis. Elife. 2014 4 24;3:e01936 10.7554/eLife.01936 24843012PMC4001323

[45] YoonBE, WooJ, ChunYE, ChunH, JoS, BaeJY, et al Glial GABA, synthesized by monoamine oxidase B, mediates tonic inhibition. J Physiol. 2014 11 15;592(22):4951–68. 10.1113/jphysiol.2014.278754 25239459PMC4259537

[46] KimJI, GanesanS, LuoSX, WuYW, ParkE, HuangEJ, et al Aldehyde dehydrogenase 1a1 mediates a GABA synthesis pathway in midbrain dopaminergic neurons. Science. 2015 10 2;350(6256):102–6. 10.1126/science.aac4690 26430123PMC4725325

[47] BessmanSP, RossenJ, LayneEC. Gamma-Aminobutyric acid-glutamic acid transamination in brain. J Biol Chem. 1953 3;201(1):385–91. 13044808

[48] BalazsR, MachiyamaY, HammondBJ, JulianT, RichterD. The operation of the gamma-aminobutyrate bypath of the tricarboxylic acid cycle in brain tissue in vitro. Biochem J. 1970 2;116(3):445–61. 543568910.1042/bj1160445PMC1185383

[49] O'MalleyDM, SandellJH, MaslandRH. Co-release of acetylcholine and GABA by the starburst amacrine cells. J Neurosci. 1992 4;12(4):1394–408. 155660010.1523/JNEUROSCI.12-04-01394.1992PMC6575809

[50] DingH, SmithRG, Poleg-PolskyA, DiamondJS, BriggmanKL. Species-specific wiring for direction selectivity in the mammalian retina. Nature. 2016 7 7;535(7610):105–10. 10.1038/nature18609 27350241PMC4959608

How the deposited data were processed for this re-analysis (not part of the article)

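RNA of immunoprecipitated nuclei of T4/T5 neurons was sequenced in 2 biological replicates of a single condition, and the text and figures name no other sequenced sample. The authors aligned the reads with TopHat, left out reads that mapped to more than one position, counted reads on gene exons with featureCounts and deposited RPKM values, which are counts divided by the total exon length of the gene and by the sum of reads assigned to all exons. Each replicate has its own values, the replicates were not pooled, and no scaling between replicates is stated. Read counts were recovered from RPKM, exon length and the sum of assigned reads.

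The sum of assigned reads was taken from the counts, exon lengths and RPKM values of 1933 genes in S1 Table, which all gave the same totals. Exon lengths were recovered from the ratio of the RPKM values, with the annotation of Ensembl release 115 (Release 6 assembly) to resolve the remaining ambiguity. For S1 genes with reads, the length recovered in this way was the listed length for 98.0% of them. Genes with a recovered length held 98.0% of assigned reads in replicate 1 and 97.9% in replicate 2. Names came from the gene name table for 17188 identifiers and from S1 Table for others, which left 241 without a name. Of the 135 genes shown in Figs 3 to 6, 133 were matched.

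For each gene the mean, the SD (n = 2) and the percentile of the mean among all 17468 genes were computed. Replicates were compared by the log2 ratio of replicate 2 to replicate 1 with a pseudocount of 0.1 RPKM, and their correlation was computed across genes on log10(RPKM + 1). Confidence intervals (Wilson, 95%) and the smallest value that 3 reads can show were computed from the recovered counts and cover counting error only. Exon bases of a gene were called shared where they lie on an exon of another listed gene, on either strand. Lists of genes were compared with 10000 random lists of the same size, each gene drawn from the 100 genes nearest in mean RPKM, or in mean RPKM and exon length. These comparisons describe the 2 libraries and carry no p-value.

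The genes named in the text were set by a rule written after part of S1 Table, which lists the same RPKM values, had been seen, and before the deposited values were examined: every gene named in the paper's text or in Figs 3 to 6, the 10 genes with the highest mean RPKM, the 10 genes with the largest absolute log2 ratio between replicates among those of at least 10 RPKM, and marker genes of photoreceptors, glia, muscle, fat body, hemocytes and neurons. Overlapping genes are named in addition where they share exon bases with one of these. No paired analysis was possible because a single condition was sequenced. For the same reason no test between groups was run. The only line fitted across genes was that of replicate 2 on replicate 1, on log10(RPKM + 1).

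The alternatives tried were other pseudocounts and filters for the correlation, each replicate alone, the uniquely aligned reads as denominator, TPM, exon length without shared bases, and reference levels of 5 and 20 RPKM in place of 10. Scaling by the median of ratios was added later. GC content was not analysed here. Calculations were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The recovery of reads and the comparison with random lists were tested on simulated data with known counts and known shifts, the former with the exon lengths given. For the random lists, ratios were permuted across genes and lists were matched on mean RPKM alone. The check therefore does not cover lists matched on exon length or marker genes that vary together.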

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

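All tests in this part were chosen after the unequal replicate values of a photoreceptor gene or the results themselves had been seen. The genes below are outside those the paper discusses and lay above the smallest value that 3 reads can show, which is at most 0.0286 RPKM for any of them. They are the highest genes of the marker lists, an odorant-binding protein gene from the most unequal genes, and the highest ribosomal RNA and noncoding RNA among the most abundant genes. With a single condition in the design, no biological explanation was tested for any of them.

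The photoreceptor genes ninaE (FBgn0002940, chromosome 3R from 19886255 to 19888206) and Arr2 (FBgn0000121, chromosome 3L from 8647261 to 8648936) were listed at 439 ± 263 RPKM (SD, n = 2) and 198 ± 55.7 RPKM (SD, n = 2). The value of ninaE was 625 RPKM in replicate 1 and 253 RPKM in replicate 2, a log2 ratio of -1.31. Of 17 photoreceptor markers of at least 1 RPKM, 17 were lower in replicate 2. The median of all 15957 genes above 0 in both replicates was itself -0.17 on the log2 scale, and relative to it 10 of the markers were lower. Relative to the median of the 9429 genes of at least 1 RPKM, -0.03, 17 were lower. RNA from photoreceptors in varying amount is a candidate explanation. The median log2 ratio of the markers, -0.32, lay at percentile 0.02 of random lists matched on mean RPKM, whose central 95% was -0.16 to 0.19. A difference in exon length between markers and other genes does not account for it: with lists matched on exon length too, the percentile was 0.05. Neither ninaE nor Arr2 shares exon bases with another gene. A difference in depth or in the share taken by a few genes shifts all genes of a replicate alike and cannot move a list against random lists. GC content and library batch were not tested, so the pattern cannot be told apart from these.

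The genes with the highest mean in each list of markers of other cell types were the fat body gene Yp3 (FBgn0004047, chromosome X from 13759546 to 13761547) at 82.2 ± 5.84 RPKM (SD, n = 2), the muscle gene Mlc2 (FBgn0002773, chromosome 3R from 30171438 to 30174551) at 46.6 ± 0.894 RPKM (SD, n = 2), the hemocyte gene Pxn (FBgn0011828, chromosome 3L from 2601455 to 2630064) at 39.7 ± 14.8 RPKM (SD, n = 2), Ddc (FBgn0000422, chromosome 2L from 19116483 to 19120306), a gene of neurons with other transmitters, at 37.2 ± 8.31 RPKM (SD, n = 2), and the glial gene nrv2 (FBgn0015777, chromosome 2L from 6789770 to 6798862) at 30.8 ± 4.03 RPKM (SD, n = 2). The medians of the glia, muscle and fat body lists were 3.04, 7.26 and 6.79 RPKM, and that of the photoreceptor list was 15.3 RPKM. None of these genes is certain to be absent from T4/T5 neurons. More RNA from cells other than T4/T5 in replicate 1 is a candidate explanation. Taken over 27 glia, muscle, fat body and other transmitter neuron markers, the median log2 ratio was -0.46, at percentile 0.12 of random lists matched on mean RPKM and exon length (central 95%, -0.37 to -0.05). Of these markers, 25 were higher in replicate 1, 22 relative to the median of genes above 0, and 24 relative to that of genes of at least 1 RPKM. Pxn, the only hemocyte marker of at least 1 RPKM, was left out of this list and moved the other way, from 29.2 to 50.2 RPKM. With Pxn included, the percentile was 0.59. Single lists gave percentiles of 1.37 for muscle, 2.26 for fat body, 18.6 for other transmitter neurons and 30.6 for glia. The muscle and fat body lists thus lay outside the central 95% and the other transmitter neuron and glia lists inside it, as did the list of general neuronal markers at 37.6.

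The odorant-binding protein gene Obp19d (FBgn0011280, chromosome X from 20419613 to 20420979) was listed at 38.0 ± 33.9 RPKM (SD, n = 2), with 62.0 RPKM in replicate 1 and 14.1 RPKM in replicate 2. RNA from a head tissue that expresses odorant-binding proteins in varying amount is a candidate explanation. Members of the family outside the 10 most unequal genes moved together: the median log2 ratio of 23 genes was -0.77, at percentile 0 of lists matched on mean RPKM. It was also at percentile 0 of lists matched on exon length too, where the central 95% was -0.53 to -0.08, so exon length does not account for it. Of these genes 20 were higher in replicate 1, 19 relative to the median of genes above 0, and 20 relative to that of genes of at least 1 RPKM. Which tissue it is was not tested.

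The mitochondrial ribosomal RNA mt:lrRNA was listed at 2208 ± 401 RPKM (SD, n = 2) and took 0.330% of the reads in replicate 1. The noncoding RNA lncRNA:CR42862 (FBgn0262109, chromosome 3L from 224106 to 230964) was listed at 1656 ± 553 RPKM (SD, n = 2), with 2048 RPKM in replicate 1 and 1265 RPKM in replicate 2. No explanation was tested for either gene. Mitochondrial genes together took 0.438% and 0.334% of the reads in the 2 replicates.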

How the results depend on the processing

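The alternatives were set before the data were examined, after part of S1 Table had been seen, apart from scaling by the median of ratios and the widened list of expressed genes, which were chosen after seeing the data. Scaling by TMM and by DESeq2 size factors, planned for counts, was not run. The deposited values are RPKM, and the recovered read counts were not used for such scaling. With exon length counted without shared bases, nAChRbeta3 and CG3814 have no length left and give no value.

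The variation shared by the replicates was 98.7%. It was 98.1% with a pseudocount of 0.1, 98.0% with RPKM rounded to whole numbers, 97.6% and 95.3% for genes of at least 1 and 10 RPKM, 97.1% with Spearman's correlation and 96.5% without a log scale. The highest mean was 4770.0 RPKM, 3671 with the uniquely aligned reads as denominator and 11049 as TPM, which follows from the change of unit. It was 4324 to 5216 with 1 replicate left out. The share of genes at or below 100 RPKM fell from 94.7% to 90.3% for genes of at least 1 RPKM and was 94.5% to 95.0% with 1 replicate left out. A mean of 2 values always moves by less than its SD when 1 is left out, so the range of the highest mean shows no stability. Apart from the change of unit, the cause of these changes was not tested.

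Of the 84 receptors and innexins, 32 were at or above 10 RPKM, and 21 at or above 20 RPKM, which follows from the level itself. The other alternatives gave 27 to 41 genes, and leaving out a replicate gave 31 to 33. The counts were 10 for sodium and calcium channel genes (9 to 10 under the alternatives run), 15 for potassium channel genes (12 to 19) and 7 for transmitter genes (5 to 7). The uniquely aligned reads and TPM scale all genes of a replicate alike and so act as other reference levels. The ratio of Gabat to the cholinergic markers was 0.917, 0.877 to 0.953 with 1 replicate left out and 0.928 with exon length counted without shared bases. The alternatives that scale a whole replicate act on all of these genes alike and show no stability of the ratio.

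None of the 27 genes called not expressed reached the lowest gene called expressed, a count of 0. Leaving out a replicate gave 0 to 1: in replicate 2 alone, 5-HT2A (14.2 RPKM) lay above CG4587 (13.5 RPKM), and the cause was not tested. The other alternatives gave 0. These counts leave out para and Ca-beta, which were not matched, and mGluR (2.82 RPKM), which was counted as without a call. The paper states that G-protein coupled receptors for glutamate are expressed, so the counts hold only for the calls as counted here. The median log2 ratio of the photoreceptor markers stayed below 0 under each alternative run, at -0.28 without ninaE and -0.16 after scaling by the median of ratios, where 10 of the 17 markers were lower in replicate 2. That scaling shifts the random lists alike, so the percentile of the markers among them cannot change. Spearman's rho of log2 ratio and exon length was -0.129 for genes of at least 1 RPKM, -0.482 for genes of at least 10 RPKM and -0.0462 for genes with at least 10 reads in both replicates. Between 1 and 10 RPKM it was 0.0451. Why weakly expressed genes lack the relation is unknown, and the cause was not tested.

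Taken singly, 18 of 131 genes of Figs 3 to 6 moved by more than their SD, all up, with exon length counted without shared bases, and 90 of 133, all down, with the uniquely aligned reads as denominator. These directions are fixed by the alternatives, since a shorter length can only raise a value and this denominator lowers all genes of a replicate by the same factor. The second count therefore sorts genes by their SD and shows nothing about single genes. The depth allowed low values to be listed: for Inx5, which shares no exon bases and had 0.103 and 0.0637 RPKM, 3 reads correspond to 0.0147 and 0.0174 RPKM. The number of replicates limited the precision, since 2 values give an imprecise SD.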

Differences from the paper's values

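The paper's value for the variation between replicates accounted for by linear regression (Fig 2C) is 96%, and the value found here on log10(RPKM + 1) was 98.7%. Of the alternatives set before the data were examined, the correlation without a log scale gave 96.5%, which is within 0.5 of the paper's value. The legend of Fig 2C describes a logarithmic plot and does not name the scale of the regression, so this match does not show which scale was used. The others did not reach it, with 98.1% for a pseudocount of 0.1, 98.0% for rounded values, 97.6% and 95.3% for genes of at least 1 and 10 RPKM and 97.1% for Spearman's correlation.

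The paper calls both functional NMDA receptor subunits very weakly expressed and Oamb lowly expressed. Nmdar2 was listed at 20.9 RPKM and Oamb at 33.9 RPKM, while CG4587 at 15.6 RPKM is called expressed. Oamb was also above Ca-alpha1D (26.2 RPKM), Teh1 (27.5 RPKM) and tipE (22.7 RPKM), which are called expressed, although its lower replicate overlapped with those of Ca-alpha1D and Teh1. Among the octopamine receptors the paper names Oamb alone, while Octbeta2R was at 19.5 RPKM and Octbeta3R at 17.9 RPKM. The paper states that G-protein coupled receptors for glutamate are expressed. mGluR was listed at 2.82 RPKM, below 5-HT2A (14.3 RPKM), which the paper calls not expressed, and CG31760, shown among the glutamate receptors in Fig 3, at 30.7 RPKM. KCNQ is called not expressed in one place and weakly expressed in another, and was at 9.11 RPKM. Gad1 (10.5 RPKM) and Gat (11.7 RPKM) are called not expressed in one place and very weakly expressed in another. The paper states that nAChRbeta3 transcripts were not detected, and its listed value was 0 with no exon base free of another gene.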

Other observations

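All tests in this part were chosen after the results were seen, apart from the relation between replicate ratio and exon length, which was chosen after part of S1 Table had been seen.

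nAChRbeta3 was listed at 0 RPKM in both replicates. A candidate explanation is that reads on exons shared with another gene were left out of the counts. Of protein-coding genes with all exon bases on exons of other listed genes, 96.3% were listed at 0, against 0.397% of those that share none. Among the 65 of these genes whose exon bases are shared with genes of the opposite strand alone, 64 were listed at 0, which suggests that strand was not used in the counting, although the library kit is a stranded one. Whether the gene is not transcribed in T4/T5 nuclei cannot be tested on these values, since 0 of its exon bases are free of another gene. The listed 0 therefore cannot be told apart from an effect of the counting.

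Among genes of at least 10 RPKM, the ratio of replicate 2 to replicate 1 was lower for long genes than for short genes. Length-dependent recovery of transcripts, for example from a difference in RNA fragmentation, is a candidate explanation, but the test restates the pattern and cannot separate it from other causes. Spearman's rho across genes was -0.129 for genes of at least 1 RPKM. It was -0.410 between 10 and 30 RPKM, -0.574 between 30 and 100 RPKM and -0.334 from 100 RPKM, but 0.0451 between 1 and 10 RPKM, so the relation does not hold for weakly expressed genes. From 100 RPKM, the longest genes had a median log2 ratio of 0.01 and the shortest 0.20. Fragmentation itself was not measured.

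The genes of Figs 3 to 6 were lower in replicate 2: the median log2 ratio of 97 genes of at least 1 RPKM was -0.13, and 68 of them were higher in replicate 1. Relative to the median of all genes above 0 in both replicates, 47 of them were higher in replicate 1, and relative to the median of genes of at least 1 RPKM, 64 were. The direction thus depends on the genes taken as the reference. A difference in exon length between these genes and other genes is a candidate explanation. The median lay at percentile 0.06 of random lists matched on mean RPKM, and at percentile 60.1 once lists were matched on exon length too.

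Nuclear ribosomal RNA features were higher in replicate 2. Of 64 features of at least 1 RPKM, 63 (98.4%) lay above the median gene, with a median log2 ratio of 0.98. A different carry-over of ribosomal RNA through the selection of polyadenylated RNA is a candidate explanation, but the test restates the pattern and cannot separate it from other causes. These features took 0.179% and 0.323% of the reads in replicates 1 and 2. Reads with several genomic positions were left out, so these shares cover uniquely aligned reads only and do not measure carry-over. The features are not independent replicates, so their number does not measure the strength of the pattern.

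The paper gives no call for 58 of the genes in Figs 3 to 6. Of these, 8 had a mean at or above the lowest gene called expressed, CG31760, nAChRalpha5 and GluRIB being the highest. The 27 genes called not expressed had a median of 2.61 RPKM, and 5 of them (5-HT2A, Gat, 5-HT1B, Gad1 and HisCl1) were at or above 10 RPKM. Of 18 photoreceptor markers, 14 also reached 10 RPKM (median, 15.3 RPKM), so this level does not by itself show expression in T4/T5 neurons. KCNQ, Gad1 and Gat are counted here as not expressed, although the paper also calls them weakly or very weakly expressed. The 28 genes counted here as called expressed without a word on strength had a median of 51.4 RPKM. The 14 genes counted as called highly expressed had a median of 76.3 RPKM. VGAT (68.3 RPKM) is among the 28, although the paper's discussion also calls its expression strong.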
